# Rapidly Acquired Resistance to EGFR Tyrosine Kinase Inhibitors in NSCLC Cell Lines through De-Repression of FGFR2 and FGFR3 Expression

**DOI:** 10.1371/journal.pone.0014117

**Published:** 2010-11-29

**Authors:** Kathryn E. Ware, Marianne E. Marshall, Lydia R. Heasley, Lindsay Marek, Trista K. Hinz, Paula Hercule, Barbara A. Helfrich, Robert C. Doebele, Lynn E. Heasley

## Abstract

Despite initial and sometimes dramatic responses of specific NSCLC tumors to EGFR TKIs, nearly all will develop resistance and relapse. Gene expression analysis of NSCLC cell lines treated with the EGFR TKI, gefitinib, revealed increased levels of FGFR2 and FGFR3 mRNA. Analysis of gefitinib action on a larger panel of NSCLC cell lines verified that FGFR2 and FGFR3 expression is increased at the mRNA and protein level in NSCLC cell lines in which the EGFR is dominant for growth signaling, but not in cell lines where EGFR signaling is absent. A luciferase reporter containing 2.5 kilobases of *fgfr2* 5′ flanking sequence was activated after gefitinib treatment, indicating transcriptional regulation as a contributing mechanism controlling increased FGFR2 expression. Induction of FGFR2 and FGFR3 protein as well as *fgfr2*-luc activity was also observed with Erbitux, an EGFR-specific monoclonal antibody. Moreover, inhibitors of c-Src and MEK stimulated *fgfr2*-luc activity to a similar degree as gefitinib, suggesting that these pathways may mediate EGFR-dependent repression of FGFR2 and FGFR3. Importantly, our studies demonstrate that EGFR TKI-induced FGFR2 and FGFR3 are capable of mediating FGF2 and FGF7 stimulated ERK activation as well as FGF-stimulated transformed growth in the setting of EGFR TKIs. In conclusion, this study highlights EGFR TKI-induced FGFR2 and FGFR3 signaling as a novel and rapid mechanism of acquired resistance to EGFR TKIs and suggests that treatment of NSCLC patients with combinations of EGFR and FGFR specific TKIs may be a strategy to enhance efficacy of single EGFR inhibitors.

## Introduction

A general goal of molecular studies in cancer is to dissect the dominant oncogenic pathways and highlight specific components of these pathways as therapeutic targets. In this manner, the EGFR has emerged over the past years as an important target that likely plays key roles in non-small cell lung cancer (NSCLC) [1], [2]. The small molecule tyrosine kinase inhibitors (TKIs), gefitinib and erlotinib, were developed and deployed as experimental therapeutics in NSCLC [3]. While the spectrum of NSCLC patients that exhibit objective responses to gefitinib or erlotinib is disappointingly narrow [4], the positive activity on a defined subpopulation of NSCLC patients in which EGFR is a dominant oncogene is reason for optimism for continued development of novel targeted therapeutics to other oncogenes in lung cancer.

Among the NSCLC patients who initially respond to EGFR TKIs, all will eventually relapse (reviewed [5]). In fact, acquired resistance to single targeted molecular therapies is a general problem in cancer treatment. Chronic myelogenous leukemia (CML) patients treated with imatinib, a BCR-Abl inhibitor, can undergo relapse due to the acquisition of a secondary mutation within the Abl coding sequence [6], [7] that renders imatinib ineffective. Similarly, EGFR TKI responsive patients acquire secondary mutations, T790M in the ATP binding cleft, which increases EGFR affinity for ATP (reviewed in [8]). Aside from acquisition of secondary mutations, alternative receptor tyrosine kinase signaling can lead to acquired resistance to EGFR TKIs. For example, c-Met amplifications following EGFR TKI treatment contribute to acquired resistance to EGFR TKIs [9]. IGF-IR has also been reported to be hyperphosphorylated following EGFR TKI treatment [10]. Therefore, alternative signaling pathways mediating self-sufficiency in growth will need to be identified and targeted.

Clinical and biological evidence suggest that EGFR signaling is only one important signaling pathway in lung cancer. If self-sufficiency in growth is a hallmark of cancer, then additional receptor tyrosine kinases capable of signaling for growth, which render EGFR autocrine signaling redundant, can account for the reduced effectiveness of EGFR TKIs in lung cancer. Multiple studies support the hypothesis that EGFR independent receptor tyrosine kinase signaling pathways are active in EGFR TKI insensitive NSCLC [11], [12], [13]. In particular FGFR autocrine signaling has been implicated in NSCLC cell lines [11]. FGFs and their receptors (FGFRs) are involved in multiple cellular functions. During embryonic development FGFs play a role in morphogenesis through cell proliferation, differentiation, and cell migration. In adults, FGFs are involved in wound healing and tissue repair as well as regulating the nervous system. Unfortunately, they also contribute to tumor angiogenesis [14], [15]. Numerous *in vitro* studies reveal frequent co-expression of specific FGFs as well as FGFR1 and FGFR2 [11], [13], [16], [17], [18], [19]. Primary NSCLC specimens also show co-expression of FGF2, FGFR1, and FGFR2 [20]. Importantly, inhibition of FGFR signaling via dominant-negative FGFR1 [18], FGF2 neutralizing antibodies [19], FGFR TKI [11] or anti-sense RNA [11], [19] approaches blocked proliferation of tumor growth in NSCLC. These studies suggest FGF-FGFR co-expression can function as an autocrine growth pathway, particularly in NSCLC cells lines intrinsically resistant to EGFR TKIs [11]. In this study, we present evidence for a novel role of FGFR2 and FGFR3 in acquired resistance to EGFR TKIs in NSCLC cells.

## Results

### FGFR2 and FGFR3 expression is induced after EGFR inhibition

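The microarray experiment compared H322c cells, an established NSCLC cell line, after 4 days with 1 µM gefitinib, a small molecule that blocks the EGFR kinase, and after 4 days with 0.1% DMSO. Cells were plated 24 hrs before the drug or vehicle was added. There was 1 array per condition. There are therefore no replicates, no test was possible, and each difference given describes these 2 arrays. The number of arrays limits the precision of every value. The array measures transcripts with probe sets, each a group of short oligonucleotides, and many genes have several. The deposited values were signal intensities on a linear scale from the MAS5 program, with the 2% trimmed mean of each array at 500. The table held 54675 probe sets, and 41097 of them were paired with a single gene, which gave 19775 genes. Signals below 100 were set to 100 on both arrays, a floor above the median signal of all probe sets (42.3 with DMSO and 41.7 with gefitinib). A gene was counted as measured where its probe set reached this floor on at least 1 array. This left 11223 genes, of which 10190 reached the floor on both arrays. Where a gene had several probe sets, the brightest over both arrays was taken, and a difference was counted from 2-fold. Where the lower signal was under the floor, the fold is a lower bound and is written as at least N-fold.

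On the gefitinib array, 1491 genes were at least 2-fold higher and 696 were at least 2-fold lower, so that 68.2% of the genes past 2-fold were higher. This share was 50.5% when the arrays were scaled to the bacterial spike-in transcripts added before hybridization, 78.3% when they were centred on the normalization-control probe sets, and 85.6% when they were scaled to GAPDH. Among genes at or above the floor on both arrays whose measured probe sets all had the same sign, the highest ratios at the brightest probe set were those of JDP2, a bZIP protein that represses AP-1 (23.3-fold higher), the MYC family member MYCL (22.4-fold), the ferric reductase CYBRD1 (21.5-fold) and myoglobin, MB (20.2-fold). They were followed by TMT1A, the membrane mucin MUC15, ID4, CCDC80, the receptor phosphatase PTPRZ1, the keratin KRT13, NCDN and STOX1, with STOX1 14.0-fold higher. The lowest ratios were those of MYEOV (32.2-fold lower), PHLDA1 (30.4-fold lower), CEMIP (13.7-fold lower), the activin antagonist FST (12.8-fold lower) and SPRY4, a feedback inhibitor of receptor tyrosine kinase signaling (11.9-fold lower). PHLDA2, FIBCD1, CALB2, UBASH3B, the urokinase receptor PLAUR, ARG2 and the cytokine LIF followed, with LIF 8.49-fold lower. Without the limit on sign, BICD1 and AGPAT4 would be among the 12 lowest. Several of these folds were smaller with other probe sets included: with the mean over probe sets the log2 ratio of MYCL was 2.47, that of CYBRD1 3.07, TMT1A 2.15, ID4 2.60, NCDN 1.93, FST -2.36 and UBASH3B -1.76. Under the alternative settings tried, the log2 ratio of PHLDA1 went as far as -4.12 and that of ARG2 as far as -2.37. Several folds also rest on a lower signal near the floor. With a floor of 200 that signal is under the floor, so the log2 ratio becomes a bound. This bound was 3.77 for JDP2, 3.51 for CYBRD1, 3.63 for TMT1A, 3.32 for MUC15, 3.46 for CCDC80 and 2.97 for PTPRZ1. It was 3.07 for NCDN, 3.05 for STOX1, -2.79 for CEMIP, -2.58 for FIBCD1 and -2.28 for UBASH3B. Of the 12 lowest genes named, 4 (PHLDA1, SPRY4, PLAUR and LIF) belonged to a list of 26 transcripts known to depend on ERK signaling that was fixed before the data were examined.

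**Figure D1:**
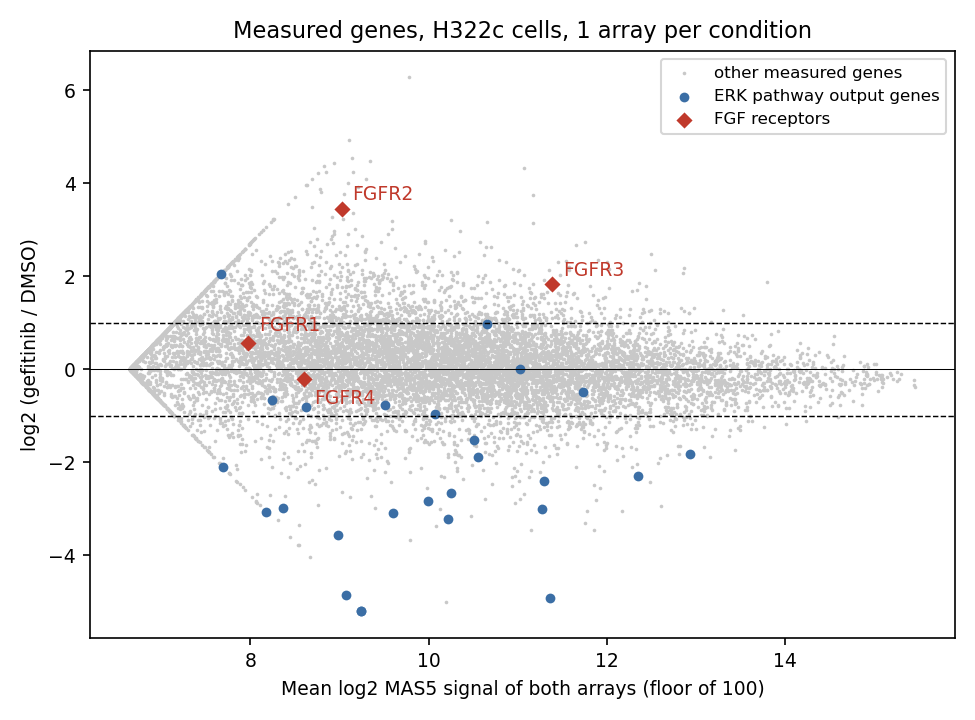
Log2 ratio of gefitinib over DMSO signal (vertical axis) against the mean log2 MAS5 signal of both arrays (horizontal axis, signals under 100 set to 100) for the 11223 measured genes, 1 array per condition. Red diamonds are the FGF receptors, blue points are the ERK pathway output genes and dashed lines mark 2-fold; points on the slanted edges have 1 signal under the floor and are bounds.

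**Figure D2:**
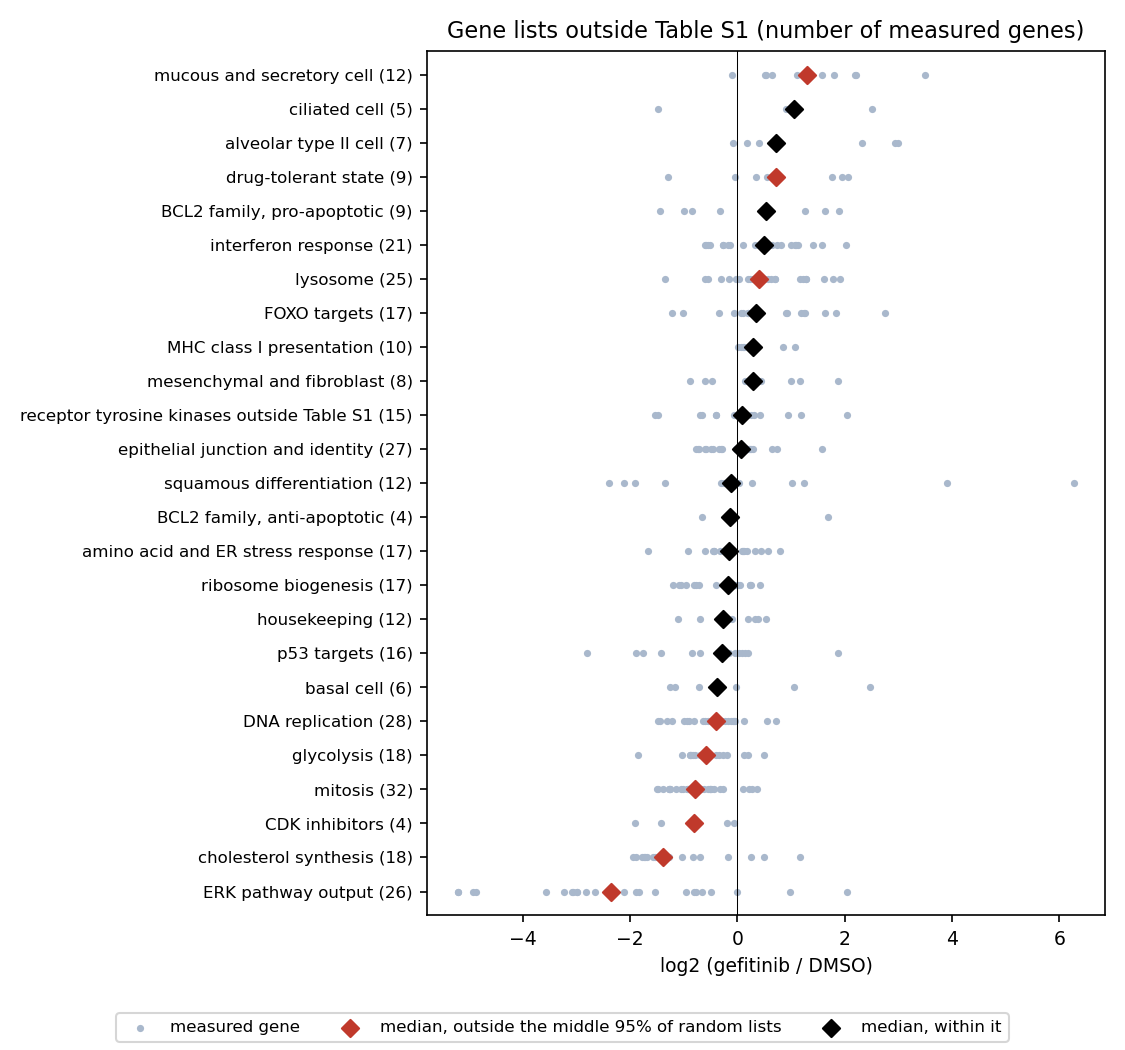
Log2 ratio of gefitinib over DMSO signal (horizontal axis) for the measured genes of 25 gene lists outside Table S1, with the number of measured genes in parentheses. Each pale point is a gene and each diamond a list's median, red where it lay outside the middle 95% of 10000 random lists of the same size matched on signal; the 9 red medians run from -2.35 for ERK pathway output to 1.30 for mucous and secretory cell genes.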

Total RNA from H322c NSCLC cells treated 4 days with DMSO (0.1%) as a control or with the EGFR TKI, gefitinib, was purified and used to probe Affymetrix human U133 plus 2.0 arrays. 

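FGFR2 was higher on the gefitinib array at each of its 4 measured probe sets. Its brightest, 208228_s_at, had a signal of 157.6 with DMSO and 1724.2 with gefitinib, 10.9-fold higher (log2 ratio 3.45), which ranked FGFR2 at 16 of the 10190 genes at or above the floor on both arrays. At 203638_s_at the signal was 81.3 with DMSO and 2607.0 with gefitinib, at least 26.1-fold higher. At 203639_s_at it was 28.0 and 666.7, at least 6.67-fold higher, and at 211401_s_at it was 30.1 and 264.5, at least 2.65-fold higher. The other 7 FGFR2 probe sets were below the floor on both arrays. FGFR3 was already expressed with DMSO: 204379_s_at had a signal of 1421.5 with DMSO and 5057.7 with gefitinib, 3.56-fold higher (log2 ratio 1.83, rank 261). This value rests on a single probe set, since 204380_s_at was below the floor on both arrays.

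FGFR1 and FGFR4 were within 2-fold at their probe sets with both signals at or above the floor. FGFR1 had log2 ratios of 0.56 at 211535_s_at, which ran from 0.34 to 0.84 over the scalings tried, and 0.39 at 226705_at. At 210973_s_at it was at least 1.85-fold higher as deposited, a bound that leaves open whether this probe set passed 2-fold. The gefitinib signal of 210973_s_at was 203.4 with the arrays centred on control probe sets and 223.8 when scaled to GAPDH. Its DMSO signal of 88.9 was under the floor, so the bound passed 2-fold under these scalings. FGFR4 had log2 ratios of -0.21 at 204579_at and -0.04 at 211237_s_at, and its value at 204579_at ran from -0.41 to 0.07 over the scalings tried. Over these scalings the ratio of FGFR2 ran from 9.60 to 13.3 and that of FGFR3 from 3.12 to 4.32. The median of the 4 receptors, a group selected by the study and so not independent evidence, was 1.20 on the log2 scale, at percentile 97.12 of 10000 random lists of the same size matched on signal.

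Of 22 FGF genes, 19 reached the floor on neither array, among them FGF2, a ligand of FGFR1, and FGF7, a ligand of the epithelial form of FGFR2. The 3 that were measured belong to the intracellular FGF homologous factors, which are not ligands of the FGF receptors, so no receptor ligand was measured. FGF13 had a signal of 34.8 with DMSO and 207.8 with gefitinib, at least 2.08-fold higher, FGF11 had 200.5 and 393.9, 1.97-fold higher, and FGF12 had 166.8 and 178.8, 1.07-fold higher. The number of these 3 genes at least 2-fold higher was 1. With quantile normalization, lowess correction, spike-in scaling or a floor of 200 the bound of FGF13 fell below 2-fold (a log2 ratio of 0.95, 0.96, 0.87 and 0.06), which leaves open whether FGF13 passed it, and FGF11 and FGF12 did not. The number was 2 when the arrays were centred on control probe sets or scaled to GAPDH. The paper cites Table S1 for the receptors that were induced, and its text does not name a threshold.

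**Figure D3:**
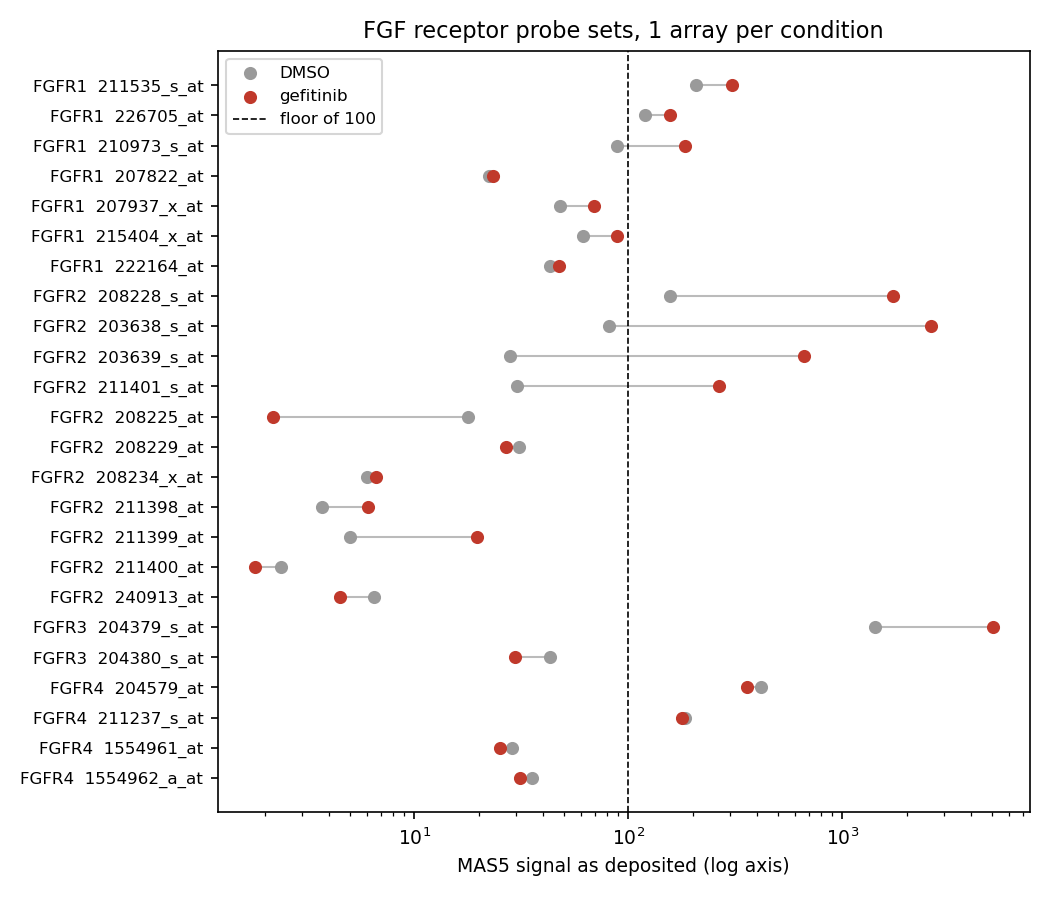
MAS5 signal (horizontal log axis) of the FGFR1, FGFR2, FGFR3 and FGFR4 probe sets on the DMSO array (grey) and the gefitinib array (red), 1 array per condition. The dashed line is the floor of 100; differences to the left of it were not counted, and FGFR2 has 4 probe sets with a red point to the right of it.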

Gene expression changes detected by microarray analysis revealed induction of FGFR2 and FGFR3 but not FGFR1, FGFR4, or FGFR ligands in gefitinib treated cells (Table S1). 

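MET, the receptor for hepatocyte growth factor, was lower on the gefitinib array at both of its measured probe sets. At 203510_at its signal was 1158.0 with DMSO and 315.1 with gefitinib, 3.68-fold lower (log2 ratio -1.88), and at 211599_x_at it was at least 2.74-fold lower. IGF1R, the receptor for insulin-like growth factors, stayed within 2-fold at its 3 measured probe sets. Its brightest, 225330_at, was 1.72-fold higher (log2 ratio 0.78), and the log2 ratios at 203627_at and 203628_at were -0.25 and 0.04. The mean over these probe sets was 0.19, and 225330_at was 2.08-fold higher when the arrays were scaled to GAPDH.

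Of the 15 receptor tyrosine kinases other than FGF receptors in Table S1, 10 were measured. AXL was 3.95-fold higher, the EGFR family member ERBB2 2.37-fold higher and the AXL relative MERTK 2.00-fold higher. The values of AXL and ERBB2 each rest on a single probe set, since their others were below the floor on both arrays. MET was the only kinase of the 10 that was at least 2-fold lower, under every scaling tried, and the brightest probe sets of ERBB3 (1.90-fold higher), TYRO3 (1.75-fold), IGF1R, EGFR and FLT4 (log2 ratio -0.37) were within 2-fold. ALK was at least 1.57-fold higher, a bound that leaves open whether it passed 2-fold. MERTK had a second probe set, 211913_s_at, at 1.68-fold, and a log2 ratio of 0.88 as the mean over probe sets, 0.84 with quantile normalization and 0.81 with spike-in scaling or lowess correction. The number of kinases at least 2-fold higher was 2 when the arrays were scaled to the spike-ins, and 6 when they were scaled to GAPDH. FLT1, KDR, ERBB4, PDGFRA and PDGFRB were below the floor on both arrays. EGFR, the target of the drug, had 5 measured probe sets that went in different directions. The log2 ratio was 0.65 at 201984_s_at, 1.61 at 201983_s_at and 2.93 at 224999_at, a probe set outside Table S1, and it was -0.78 at 210984_x_at and -1.29 at 211607_x_at. The median log2 ratio of the 10 kinases was 0.79, at percentile 98.53 of the random lists matched on signal, and at percentile 96.20 with the mean over probe sets. The study selected this group, so its direction is not independent evidence.

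**Figure D4:**
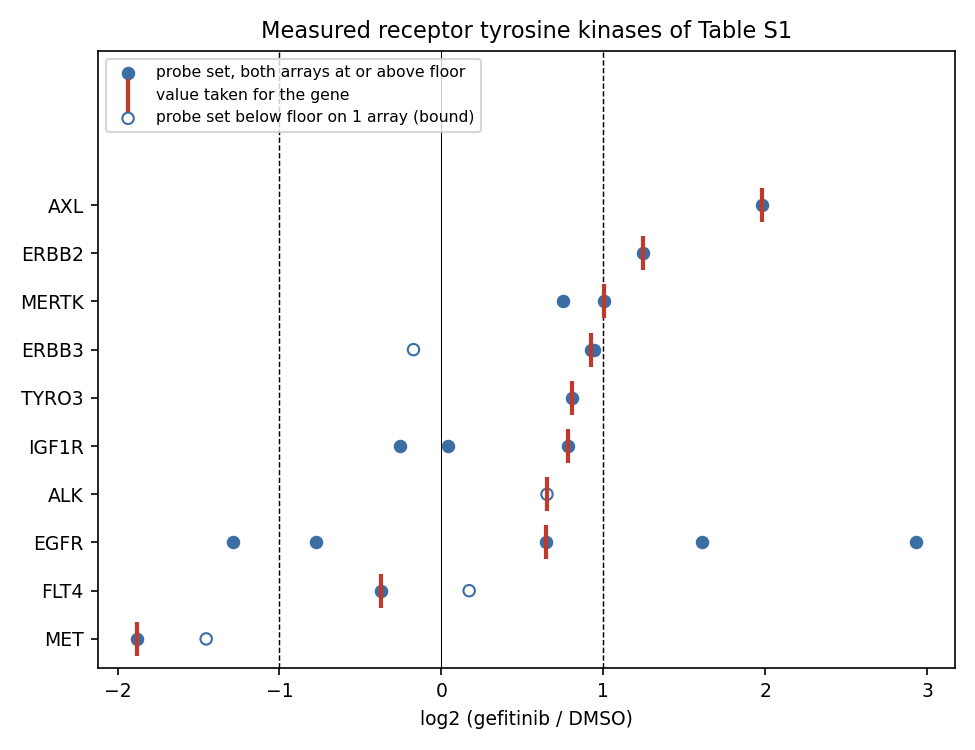
Log2 ratio of gefitinib over DMSO signal (horizontal axis) for the measured probe sets of 10 receptor tyrosine kinases of Table S1, 1 array per condition. Filled points have both signals at or above the floor, open points have 1 signal below it and are bounds, red bars mark the brightest probe set, which stands for the gene, and dashed lines mark 2-fold; the 5 EGFR probe sets run from -1.29 to 2.93.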

Other tyrosine kinases, such as Met and IGF1R, which are reported to be important for acquired resistance to EGFR inhibitors [9], [10], were not induced over control treatment. Quantitative RT-PCR analysis of 9 NSCLC cell lines previously characterized for sensitivity to the EGFR inhibitor gefitinib [21] and the FGFR inhibitor RO4383596 [11] confirmed the induction of FGFR2 and FGFR3 expression changes in a larger panel of NSCLC cells. Interestingly, FGFR2 and FGFR3 expression was induced in all NSCLC cells that have been shown to be gefitinib sensitive (H322c, HCC827, HCC4006) and correlated with cells that co-express EGFR and EGF ligands (H322c, H1334, Calu3) or bear gain-of-function EGFR (HCC827, HCC4006, H1650) (Figure 1A). NSCLC cells that do not express EGFR (H661, H520) or are resistant to gefitinib (H226) [11] did not exhibit FGFR2 and FGFR3 mRNA induction in response to gefitinib (Figure 1A). This indicates that FGFR induction in response to gefitinib is not due to off-target effects of the drug, but is related to targeted effects on functional EGFR signaling. FGFR2 and FGFR3 protein levels as assessed by immunoblot analysis coincided with FGFR2 and FGFR3 mRNA measured by quantitative RT-PCR. As shown in Figure 1B, gefitinib induces FGFR2 and FGFR3 at the protein level in cells co-expressing EGFR and EGF ligands or gain-of-function EGFR. NSCLC cells which do not express EGFR (Colo699, H520) or respond to gefitinib (H226), do not undergo induction of FGFR2 or FGFR3 (Figure 1B). Consistent with a specific effect of gefitinib on the EGFR, Erbitux, a monoclonal antibody specifically targeting the EGFR, similarly induces FGFR2 and FGFR3 expression in the same NSCLC cell lines that are responsive to gefitinib (Figure 1C). Finally, partial knockdown of the EGFR with siRNA leads to increased FGFR2 expression (Figure S1). Notably, gefitinib treatment also induces FGFR2 protein in MCF-7 cells, a breast cancer cell line, and 3 different head and neck cancer cell lines (UMSCC2, UMSCC8, and HN31, Figure S1). This suggests that the mechanism by which gefitinib induces FGFR2 and FGFR3 is likely to be operative in diverse epithelial-derived cancer cell lines. To further test if FGFR2 and FGFR3 are repressed downstream EGFR signaling, H226 cells, which express high levels of FGFR2 and FGFR3, were incubated with 10 ng/mL EGF for 36 hrs. As shown in Figure S1, EGFR activation inhibited FGFR2 and FGFR3 protein expression but not FGFR1 expression in H226 cells. Combined, these experiments suggest that FGFR2 and FGFR3 expression is repressed downstream of EGFR signaling such that EGFR TKI treatment allows for FGFR2 and FGFR3 expression.

**Figure 1:**
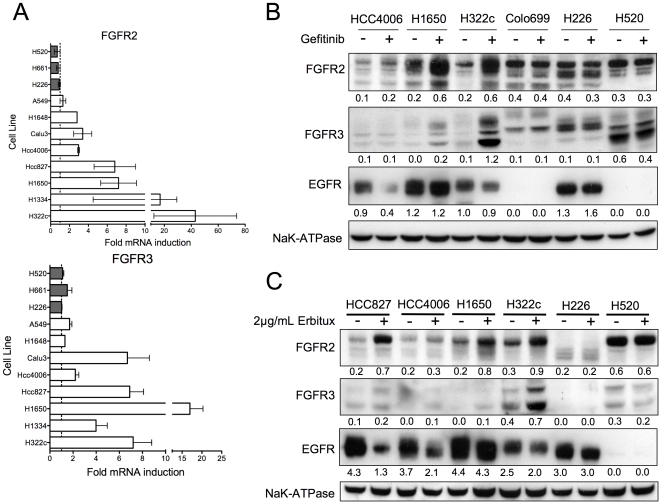
Induction of FGFR2 and FGFR3 mRNA and protein in EGFR inhibitor treated NSCLC cells. A. Quantitative RT-PCR assay for FGFR2 and FGFR3 mRNAs. Total RNA was purified from the indicated cell lines following a 3-day treatment with 1 µM gefitinib and submitted to quantitative RT-PCR analysis of FGFR2, FGFR3 and GAPDH. (Cell lines with EGFR autocrine signaling or gain-of-function EGFR mutations: open bars; cell lines lacking EGFR signaling: grey bars) The data are presented as fold expression over DMSO treated cells following normalization for GAPDH mRNA. B–C. Cell lysates from the indicated NSCLC cell lines treated 3 days with or without 1 µM gefitinib or 2 µg/mL Erbitux were immunoblotted for FGFR2, FGFR3, EGFR and the α-subunit of the NaK-ATPase as a loading control. Densitometry of FGFR2, FGFR3 and EGFR expression was normalized relative to NaK-ATPase expression and is indicated under each immunoblot.

### FGFR2 expression is regulated transcriptionally post gefitinib treatment

To determine the kinetics of FGFR2 and FGFR3 induction, quantitative RT-PCR was used to measure FGFR2 and FGFR3 mRNA expression over 4 days. In H322c cells, FGFR2 mRNA is maximally induced within 24–48 hrs of gefitinib treatment while FGFR3 mRNA accumulates more slowly (Figure S2). Interestingly, FGFR2 and FGFR3 induction occurs quickly (1–2 days) relative to the previously reported Met gene amplification in response to gefitinib which required ∼6 months [9]. The rapid induction of FGFR2 and FGFR3 mRNA suggests that the *fgfr2* and *fgfr3* genes are not amplified but are being regulated at the transcriptional level. To test whether mRNA levels are regulated transcriptionally or post-transcriptionally, the 5′ flanking region of the *fgfr2* gene (accession number: NT_030059) containing the basal *fgfr2* promoter [22] was cloned from genomic DNA (see Materials and Methods) and ligated upstream of the luciferase gene in pGL3-basic. The *fgfr2*-luc reporter was then transiently transfected into H322c and H1650 cells, followed by treatment with or without 1 µM gefitinib for 48 hrs. FGFR2 promoter activity significantly increased after gefitinib treatment, whereas the empty vector showed no change in activity following gefitinib treatment (Figure 2A). Thus, increased FGFR2 mRNA is, in part, mediated by transcriptional induction of the *fgfr2* gene following gefitinib treatment. Consistent with the failure of gefitinib to induce FGFR2 and FGFR3 protein in NSCLC cell lines lacking EGFR (Figure 1B), gefitinib treatment had no effect on *fgfr2-*luc activity in the EGFR-null NSCLC cell line, H520 (Figure 2A). Likewise, the monoclonal antibody, Erbitux, significantly increased FGFR2 promoter activity (Figure 2B). Next, *fgfr2*-luc transfected cells were treated with inhibitors of downstream effectors of EGFR signaling, MEK (PD98059), PI3K (LY294002), c-Src (saracatinib) and p38 MAP kinase (SB239063), for 48 hrs. MEK inhibitor, PD98059, and c-Src inhibitor, saracatinib, showed a similar induction of FGFR2 transcription activity as gefitinib treatment (Figure 2C), indicating that one or both of these signaling pathways mediate transcriptional repression of *fgfr2* downstream of the EGFR. To eliminate off-target effects of PD98059 and saracatinib, constitutively active MEK1 and c-Src were co-transfected with the *fgfr2*-luc construct in H322c cells, followed by treatment with or without gefitinib for 48 hrs. Constitutively active MEK1 and c-Src significantly reduced *fgfr2*-luc activity in response to gefitinib (Figure 2D).

**Figure 2:**
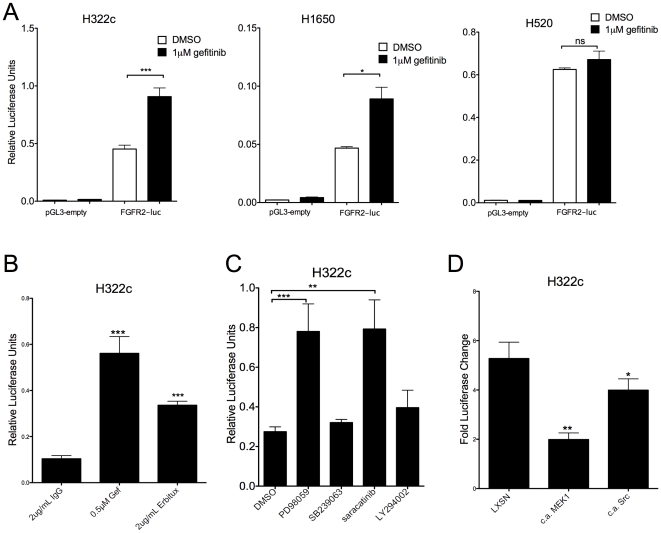
Transcriptional regulation of FGFR2 following EGFR inhibitor treatment. A. H322c, H1650 or H520 cells transfected with pGL3-basic empty control vector or FGFR2-luc reporter (see Material and Methods) and TK-renilla to estimate transfection efficiency were treated with 1 µM gefitinib for 48 hrs. Cells were then lysed and luciferase activity measured and normalized to renilla activity. The data are the mean and SEM of 3 independent experiments. B. H322c cells transfected as above were treated with gefitinib (0.5 µM) or 2 µg/mL Erbitux for 48 hrs. The data are the mean and SEM of 4 independent experiments. C. FGFR2-luc transfected H322c cells were treated with the indicated inhibitors (5 µM PD98059, 1 µM saracatinib, 5 µM SB239063, or 10 µM LY294002) for 48 hrs. Luciferase expression was then measured as described above. Data are the mean and SEM of 3 independent experiments. D. H322c cells co-transfected with FGFR2-luc and empty LXSN, constitutively active MEK1 or constitutively active c-Src were treated for 48 hrs with 0.5 µM gefitinib. Luciferase expression was measured as described above. Data are the mean and SEM of 4 independent experiments. Statistical analysis by two-tailed t-test revealed significant increases in luciferase activity where ns indicates not significant, * indicates p<0.05, ** indicates p<0.005 and *** indicates p<0.001.

### FGFR induction leads to FGF stimulated signaling through the ERK pathway

The findings in Figures 1 and 2 demonstrate transcriptional induction of FGFR2 and FGFR3. To test whether induced FGFRs were capable of signaling, stimulation of the ERK pathway by exogenous FGFs was measured as a downstream target of FGFRs. H322c and H1650 cells were cultured for 3 days in the presence or absence of AG1478, an EGFR inhibitor, and then subsequently incubated with FGF2 or FGF7 for 15 minutes. Cell extracts were submitted to immunoblot analysis of phospho-ERK as a measure of receptor activation. While untreated H322c or H1650 cells show little or no increase in ERK activation when stimulated with FGF2 (1.5±0.2, 0.9±0.2 fold, respectively) or FGF7 (1.2±0.1, 0.6±0.2 fold, respectively) (Figure 3A lanes 2 and 3), cells cultured 72 hrs in the presence of AG1478 to induce FGFR2 and FGFR3 have significantly lower basal ERK activity (0.4±0.1, 0.2±0.1 fold, respectively) due to blockade of the EGFR pathway, (Figure 3A lane 7) but a marked increase in ERK phosphorylation in response to FGF2 (5.0±1.2, 10.7±4.2 fold, respectively) and FGF7 (6.4±1.0, 8.9±5.7 fold, respectively) (Figure 3A lanes 8 and 9). To define that ERK activation after AG1478 treatment is FGFR mediated, cells cultured for 3 days in the presence of AG1478 were pre-incubated with an FGFR TKI, RO4383596 [11], [23], 1 hr prior to FGF2 or FGF7 stimulation. This treatment with RO4383596 completely eliminated the FGF stimulated phospho-ERK response following AG1478 treatment (Figure 3A lanes 11 and 12), but has no effect on phospho-ERK when used alone (Figure 3A lanes 4, 5, and 6). Thus, an FGFR mediated activation of ERK is observed in both H322c and H1650 cells following a 3-day treatment with an EGFR specific TKI. Likewise, increased phosphorylation of FRS2 occurred in response to FGF2 stimulation after EGFR TKI treatment in H322c and H1650 cells (Figure 3B lane 4). This response could also be blocked with the FGFR-specific TKI (Figure S3), AZ12908010, demonstrating direct activation of the FGFR signaling pathway (Figure 3B).

**Figure 3:**
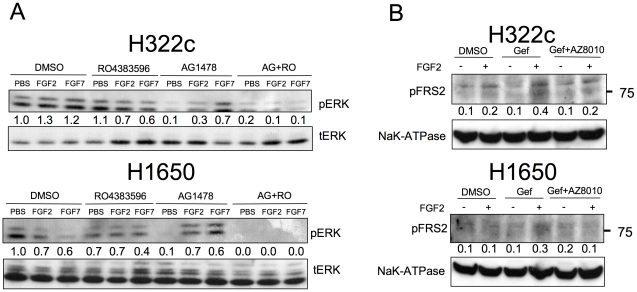
FGF-stimulated ERK and FRS2-α activation following EGFR TKI treatment. A. NSCLC cell lines were incubated with the EGFR inhibitor, AG1478 (0.1 µM) or DMSO, for 3 days in full media. Cells were switched to HITES for 2 hrs and subsequently incubated with the FGFR inhibitor, RO4383596 (1 µM) or DMSO for 1 hour followed by FGF2 or FGF7 stimulation at 10 ng/mL for 15 minutes. Extracts were prepared, resolved on SDS-PAGE and immunoblotted for phospho-ERK. The filters were subsequently stripped and reprobed for total ERK1 and ERK2 to verify equal loading. Densitometry of phospho-ERK2 relative to total ERK2 for the designated experiment is indicated. The mean and SEM of replicate experiments is indicated in the text of the Results section. B. NSCLC cell lines were incubated with the EGFR inhibitor, gefitinib (1 µM), gefitinib in combination with FGFR inhibitor AZ12908010, or DMSO for 3 days in full media. Cells were then stimulated with PBS or FGF2 at 10 ng/mL for 15 minutes. Extracts were prepared, resolved on SDS-PAGE and immunoblotted for phopho-FRS2. The filters were subsequently stripped and reprobed for NaK-ATPase α-subunit to verify equal loading. Densitometry of phospho-FRS2 relative to NaK-ATPase is indicated under each immunoblot.

### Exogenous FGF2 or FGF7 rescues growth of NSCLC cells following treatment with an EGFR specific TKI

The previous results show that NSCLC cells cultured with EGFR TKIs have increased FGFR2 and FGFR3 expression and increased ERK activation in response to FGF2 or FGF7. To directly test the role of FGFR2 and FGFR3 induction as a mechanism of resistance to EGFR TKI treatment, anchorage-independent growth of H322c and H1650 cells was measured. Cells were cultured in 0.35% agar overlaid with media containing combinations of AG1478, RO4383596, FGF2 or FGF7. Although neither FGF2 nor FGF7 alone or in combination with RO4383596 had a significant effect on colony number (Figure 4A), FGF2 or FGF7 significantly stimulated anchorage-independent growth of these cell lines with AG1478 treatment (Figure 4A). As predicted, this growth response was blocked by addition of RO4383596. In addition, HCC4006, which fails to robustly form colonies in soft agar, showed a similar response when stimulated with FGF2 or FGF7 in a clonogenic growth assay (Figure 4B, see Materials and Methods). Again, the ability of EGFR TKIs to induce FGFR2 and FGFR3 is not restricted to NSCLC cell lines. As shown in Figure S4, FGF2 stimulated clonogenic growth of HNSCC cell lines, UMSCC2 and HN31, upon treatment with gefitinib. Moreover, FGF2-stimulated growth of gefitinib treated cells was inhibited by an FGFR-specific TKI, AZ12908010 (Figure S4).

**Figure 4:**
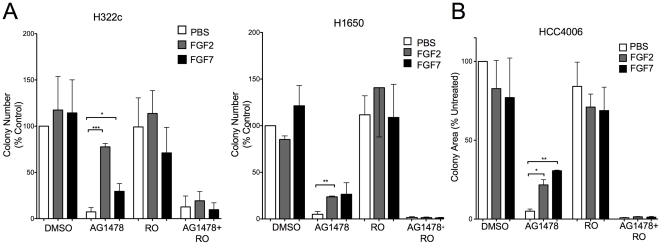
FGF2 and FGF7 rescue EGFR TKI dependent growth inhibition. A. H322c and H1650 cells were analyzed for anchorage-independent growth as described in the Materials and Methods. B. HCC4006 cells were seeded at 100 cells per 35 mm dish in full media containing the indicated treatments and cultured for 2 weeks. Colony area was then quantified and shown as a percentage of control. The data are the mean and SEM of 3 independent experiments. Statistical analysis by 2way ANOVA revealed significant increases in growth where * indicates p<0.05, ** indicates p<0.005 and *** indicates p<0.001.

### Co-culture of H322c cells with human fibroblasts rescues EGFR TKI induced growth inhibition in an FGFR-dependent manner

Considering exogenous FGF2 and FGF7 can rescue anchorage independent growth, human fibroblasts were cultured as feeder layers with H322c cells in an anchorage-independent growth assay to test the role of paracrine-derived FGFs in FGFR mediated acquired resistance. As previously noted (Figure 4), H322c cells cultured in the absence of human fibroblasts were strongly growth inhibited by the EGFR TKI, gefitinib (Figure 5). By contrast, H322c cells cultured with a fibroblast feeder layer were not significantly inhibited by gefitinib (Figure 5). However, inclusion of the FGFR inhibitor, AZ12908010, with gefitinib significantly blocked anchorage-independent growth in the presence of a fibroblast feeder layer, although AZ12908010 has little effect on anchorage independent growth when used alone (Figure 5). Combined, our studies indicate that EGFR TKIs promote FGFR2 and FGFR3 as an alternate signaling pathway capable of communicating with the surrounding environment via secreted FGFs.

**Figure 5:**
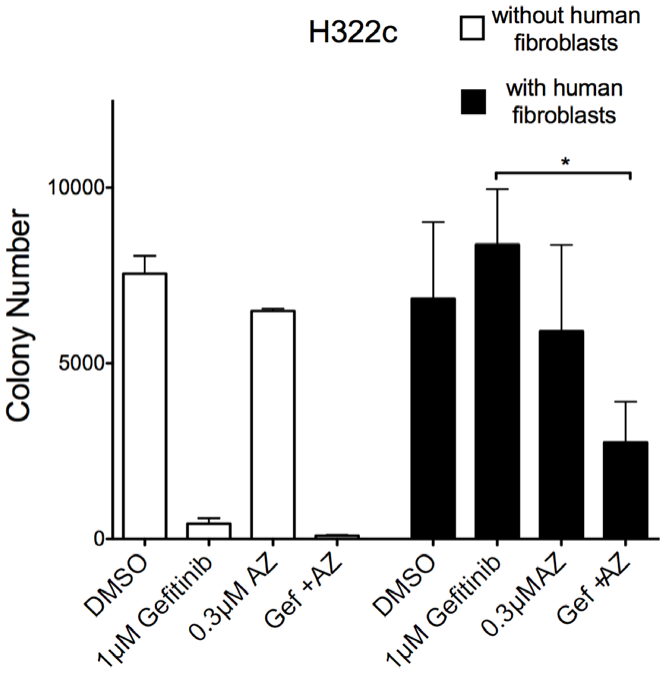
Co-culture with human fibroblasts prevents EGFR TKI dependent growth inhibition. A. H322c cells were analyzed for anchorage-independent growth in the presence or absence of HGF-1 fibroblasts as described in the Materials and Methods. The data are the mean and SEM of 3 independent experiments. Statistical analysis by 2way ANOVA revealed significant increases in growth where * indicates p<0.05.

## Discussion

The six hallmarks of tumorigenesis outlined by Hanahan and Weinberg have been widely agreed upon and supported by the literature. However, therapies targeting signaling pathways critical to the manifestation of these hallmarks have shown both successes and failures. Even in successful cases such as imatinib targeting Bcr-Abl, secondary mutations arise contributing to acquired resistance in CML patients [6], [7]. Therefore, as methods of targeting oncogenic pathways in cancer cells advance, so will the necessity for targeting mechanisms of acquired drug resistance. Besides the accumulation of secondary mutations in targeted proteins, a simple explanation for acquired resistance is the selection for and emergence of alternative RTK systems. In NSCLC cell lines and tumors, an independent phosphoproteomic approach confirms the extensive array of RTKs that are expressed and active [24]. Thus, there are numerous RTK candidates that may function as alternatives to EGFR in signal transduction of growth and transformation in NSCLC. In fact, the notion of a receptor tyrosine kinase coactivation network has been posited as an alternative to single RTKs working in isolation [25]. In NSCLC, a role for c-Met and IGF-1R has been most extensively explored [5], [12], [26]. In response to gefitinib treatment, amplification of chromosomal region 7q31.1–33.3 containing the c*-Met* gene has been observed, allowing c-Met activation of the PI3K/AKT pathway in an ErbB3-dependent manner, but independent of either EGFR or ErbB2 activation [9]. Furthermore, it was shown that acquired resistance to gefitinib was associated with hyperphosphorylation of the IGF-1R receptor and constitutive association with PI3K [10]. Our data highlights the FGFR pathway as yet another RTK system that may contribute to acquired resistance to EGFR TKIs. Therefore, acquisition of resistance may take months as in c-Met gene amplification [9], weeks as in IGF-1R activation [10], [27], or days as in the transcriptional regulation of FGFR2 and FGFR3 shown in this study. In this regard, Sharma et al. [27] have shown that cancer cell lines undergo a rapid and reversible epigenetic response to diverse growth inhibitors, including gefitinib, that results in drug resistance.

The biological significance of FGFR2 and FGFR3 being repressed in NSCLC cells in which the EGFR pathway is activated is a question not completely addressed herein. Interestingly, FGFR2 and FGFR3 mRNA expression is increased in human bronchial epithelial cells (HBEC) grown at the air water interface to promote differentiation into a pseudostratified epithelium consisting of mucous secreting and ciliated cells (Figure S5) [28]. This finding suggests that high expression of FGFR2/FGFR3 and downstream signaling may be associated with a more differentiated epithelial state. Preliminary data from our lab supports an ability of EGFR TKIs to promote induction of epithelial differentiation. Similar increases in specific measures of epithelial differentiation in response to EGFR TKIs have also been observed in squamous cancer cell lines [29]. In normal lung, FGFR2 functions in epithelial cells and alveolar type II pneumocytes to promote proliferation and differentiation, thereby contributing to lung morphogenesis and repair [30], [31]. However, FGFR2 signaling in the tumor setting, where FGF2 and FGF7 are likely available from the surrounding microenvironment [30], [32], may establish a paracrine pathway leading to continued cancer cell survival, growth and maintenance of transformation in the presence of EGFR targeted therapies.

A clear theme arising from clinical trials with single targeted therapeutic agents is the emergence of acquired resistance mechanisms, both delayed and rapid [26], [27]. This likely reflects a Darwinian adaptive process at the cellular level, leading to accumulation of second-site point mutations (reviewed in [8]), gene amplification, increased activation of distinct receptor tyrosine kinases [9], [10] or transcriptional induction of alternative growth factor receptor pathways as detailed herein. This presents the obvious need for strategies in which an inhibitor of the primary molecular target and one or more inhibitors of dominant resistance mechanisms are deployed simultaneously or consecutively to enhance initial tumor cell killing or prolong an anti-tumor response. Thus, one scenario would entail the use of an FGFR inhibitor in combination with EGFR TKIs to prevent rapid surmounting of growth inhibition mediated by FGFR2 and/or FGFR3 induction. Obviously, a modern targeted therapy that predicts the correct combination of TKIs and other inhibitors becomes very complex. Clearly, molecular based medicine for treatment of cancer patients must advance whereby serial assessment of tumor markers is performed to properly choose initial drug treatment regimens as well as second and third stage treatments to combat evolving resistance mechanisms.

## Materials and Methods

### Cell Culture

All NSCLC cell lines except Colo699, H661, and H226 were previously described by Coldren et al. [21]. The remaining lines were obtained from the University of Colorado Cancer Center tissue culture core. HNSCC cancer cells lines (UMSCC2, UMSCC8, HN31) were previously described by Frederick et al. [33]. The NSCLC and HNSCC cell lines employed in this study were submitted to fingerprint analysis by the University of Colorado Cancer Center to verify their authenticity. All cell lines were routinely cultured in RPMI-1640 or DMEM (UMSCC8, UMSCC2, HN31) growth medium supplemented with 10% fetal bovine serum (Sigma, St. Louis, MO) at 37°C in a humidified 5% CO2 incubator. Where indicated, the cells were switched to HITES medium (RPMI-1640 containing 10 nM hydrocortisone, 5 µg/ml insulin, 10 µg/ml transferrin, 10 nM estradiol, 30 nM Na_3_SeO_3_ and 1% bovine serum albumin) to limit mitogenic inputs from serum components. HGF-1 fibroblasts were obtained from ATCC (Manassas, VA).

### Microarray Data

Total RNA prepared from control and gefitinib-treated H322c cells was used to probe Affymetrix U133 Plus 2.0 arrays within the University of Colorado Cancer Center Gene Expression Core. 

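The control probe sets of the arrays describe the 2 hybridizations. Of the 18 probe sets for bacterial transcripts spiked into the hybridization mix (bioB, bioC, bioD and cre) that reached the floor, 17 were higher on the gefitinib array. Their mean log2 ratio was 0.19 (SD 0.16 between probe sets), with a range from -0.06 to 0.51. The ratio of 3' to 5' signal, which increases as RNA is degraded, was 0.95 with DMSO and 1.01 with gefitinib for GAPDH, and 1.19 and 1.36 for ACTB. The 3' control probe sets had log2 ratios of -0.18 for GAPDH and -0.26 for ACTB. On the DMSO array 61.6% of all probe sets were below the floor, and on the gefitinib array 60.4% were. Across probe sets at or above the floor on both arrays, the log2 signals of the arrays correlated with a Pearson r of 0.907. This correlation is across probe sets, which are not independent replicates. The spread between probe sets of 1 gene was an SD of 0.54 in log2 ratio over 4610 genes. Of 1052 genes past 2-fold that had more than 1 measured probe set, 796 (75.7%) had all of their measured probe sets in 1 direction.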

All data are MIAME compliant and the raw data has been deposited in a MIAME compliant database, GEO. (Accession #: pending)

### Quantitative Real-Time PCR (RT-PCR) Assay

Total RNA (5 µg) was reverse transcribed in a volume of 20 µl using random hexamers and MMLV reverse transcriptase (Invitrogen, Carlsbad, CA). Aliquots (5 µl) of 25-fold diluted reverse transcription reactions were subjected to PCR in 25 µl reactions with SYBR® green Jumpstart Taq Readymix (Sigma, St. Louis, MO) and the primers previously described for FGFR2 [11] or forward primer 5′-CCA TCG GCA TTG ACA AGG AC-3′ and reverse primer 5′-GCA TCG TCT TTC AGC ATC TTC AC-3′ for FGFR3 using a My iQ real time-PCR detection system (BioRad, Hercules, CA). GAPDH mRNA levels were measured by quantitative RT-PCR in replicate samples as a housekeeping gene for normalization of the different mRNA expression and the data are presented as “Relative Expression”.

### Clonogenic and Anchorage-Independent Growth Assays

To measure the effect of EGFR TKIs on clonogenic growth, cells were plated in 6-well plates at 100 cells/well and cultured in full growth medium with or without 0.1 µM AG1478 (Calbiochem San Diego, CA), 1 µM RO4383596 (Hoffmann-La Roche), 10 ng/mL FGF2 or FGF7 (PeproTech, Rocky Hill, NJ) for 2 weeks. Colonies were rinsed with PBS, stained with 200 ml of 6% (vol/vol) glutaraldehyde, 0.5% (wt/vol) crystal violet in H_2_O for 30 min. at room temperature and rinsed extensively in H_2_O [34]. Following digital photography, the total colony area was quantified using the MetaMorph imaging software program (Molecular Devices, Downingtown, PA).

For measurement of anchorage-independent cell growth, 40,000 cells (H322c) or 20,000 cells (H1650) were suspended in 1.5 mL RPMI 1640 containing 10% fetal bovine serum and 0.35% DifcoTM agar noble (Becton, Dickinson and Co., Sparks, MD) and overlaid on base layers containing 1.5 mL RPMI 1640 containing 10% fetal bovine serum and 0.5% agar noble in 6-well plates. The wells were covered with 2 mL growth medium containing drugs and growth factors (0.1 µMAG1478, 1 µMRO4383596, 10 ng/mL FGF2 or FGF7). This media was replaced with fresh media containing drugs and growth factors every 7 days. In experiments with human fibroblasts, HGF-1, co-culture cells were plated 1 day prior to being overlaid with agar as described above. The plates were incubated in a 37°C CO2 incubator for 21 days after which viable colonies were stained for 24 hrs with 200 mL of 1 mg/mL nitroblue tetrazolium. Following digital photography, the colony number was quantified using the MetaMorph imaging software program.

### Immunoblot Analyses

For analysis of phospho-ERK, cells were seeded in 6-well dishes to allow cell attachment. After 24 hrs, cells were treated with DMSO or 0.1 µM AG1478 for 72 hrs after which media was switched to HITES plus DMSO or AG1478 for another 2 hrs. Subsequently, the cells were then treated with 1 µM RO4383596 or DMSO for 1 hr, after which cells were stimulated with 10 ng/mL of FGF2, FGF7 or PBS for 15 min. For phospho-FRS2 analysis, cells were seeded in 10 cm dishes and allowed to attach. After 24 hrs, cells were treated with DMSO, 1 µM gefitinib (AstraZeneca, UK), or 1 µM gefitinib in combination with 0.3 µM AZ12908010 (AstraZeneca, UK), for 72 hrs after which media was refreshed with drugs 1 hr prior to stimulation with 10 ng/mL FGF2 or PBS for 15 min. Growth factor and/or drug-treated NSCLC cells were collected in 1 mL phosphate-buffered saline, centrifuged at 1,000× g for 5 min, lysed in MAP kinase lysis buffer (MKLB; 0.5% Triton X-100, 50 mM β-glycerophosphate (pH 7.2), 0.1 mM Na_3_VO_4_, 2 mM MgCl_2_, 1 mM EGTA, 1 mM DTT, 0.3 M NaCl, 2 µg/ml leupeptin and 4 µg/ml aprotinin) and centrifuged (5 min at 13,000 RPM). The particulate fractions were discarded and 10 µg (phospho-ERK) or 200 µg (phopho-FRS2) of the soluble extracts were mixed with SDS sample buffer and submitted to SDS-PAGE. Following electrophoretic transfer onto nitrocellulose, the filters were blocked in 3% bovine serum albumin (Cohn Fraction V, ICN Biomedicals, Inc., Aurora, OH) in Tris-buffered saline with 0.1% Tween 20 (TTBS) and then incubated with anti-phospho-ERK or phospho-FRS2-α (Cell Signaling Technology, Inc, Danvers, MA, #4377 and #3864) for 16 hours at 4°C. The filters were washed thoroughly in TTBS, then incubated with alkaline phosphatase coupled goat anti-rabbit antibodies and developed with LumiPhos reagent (Pierce, Rockford, IL) according to the manufacturer's instructions. The filters were subsequently stripped and reprobed for total ERK1 and ERK2 or NaK-ATPase using a mixture anti-ERK1 (sc-93) and ERK2 (sc-154) or NaK-ATPase α-subunit (sc-21712) antibodies (Santa Cruz Biotechnology, Inc., Santa Cruz, CA). For immunoblot analysis of FGFR1, FGFR2, FGFR3, EGFR and the α-subunit of NaK-ATPase, NSCLC cells were collected in phosphate-buffered saline, centrifuged (5 min, 1000× g) and suspended in MKLB after treatment with 1 µM gefitinib or 2 µg/mL Erbitux (Bristol-Myers Squibb, New York, NY). Aliquots of the cell lysate preparations containing 75 µg of protein were submitted to SDS-PAGE and immunoblotted for FGFR1 (sc-121), FGFR2 (sc-122), FGFR3 (sc-13121) and NaK-ATPase α-subunit (sc-21712) with antibodies from Santa Cruz Biotechnology (Santa Cruz, CA). EGFR was detected with a rabbit polyclonal antibody (#2232) from Cell Signaling Technology, Inc.

### Construction of FGFR2 Promoter Luciferase Plasmid and Luciferase Reporter Assays

Human genomic DNA (50 ng) was submitted to PCR using Phusion polymerase, forward primer 5′-GCCATTGACGAAAGGGTTC-3′ and reverse primer 5′-TGCCTCCACCAAACTTTGCTC-3′ that anneal at −2165 and +267 relative to the published transcription start site of human *fgfr2* [22]. The first 10 cycles were annealed at 67°C, 10°C above the T_m_, followed by 20 cycles with an annealing temperature at 57°C. Purified PCR products were then cloned into pCR-Blunt using the Zero Blunt cloning kit from Invitrogen (Carlsbad, CA) and submitted to DNA sequencing. The FGFR2 promoter region (−2165 to +267) was shuttled into pGL3-basic (Promega, Madison, WI) using KpnI and SmaI sites. The ligation junctions in the FGFR2 promoter luciferase vector were verified by DNA sequencing. Cell lines were transfected in 6-well plates with 0.5 µg of pGL3-basic or pGL3 *fgfr2* (−2165 to +267) alone or in combination with LXSN-C.A. MEK1 [35] or C.A c-Src (Millipore, Billerica, MA) and 0.25 µg of TK-Renilla using Effectene transfection reagent (Qiagen, Germantown, MD) according to manufacture's protocol. Cells were then treated with inhibitor (1 µM gefitinib, 2 µg/mL Erbitux, 5 µM PD98059, 10 µM LY294002, 1 µM saracatinib or 5 µM SB239063) for 48 hrs at which time cells were lysed and assayed for luciferase activity with the dual luciferase reporter assay system (Promega) according to the manufacture's protocol.

## Supporting Information

Figure S1 FGFR2 protein is regulated downstream EGFR signaling in cancer cell lines of epithelial origin. A. Cell lysates from the indicated HNSCC (UMSCC2, UMSCC8, HN31) and breast cancer (MCF-7) cell lines that had been treated with or without 1μM gefitinib (72hrs) were immunoblotted for FGFR2 and the α-subunit of the NaK-ATPase as a loading control. B. H322c cells transfected with 3 independent EGFR siRNA or scramble control (Sigma, St. Louis, MO) were cultured 72 hrs and immunoblotted for the EGFR, FGFR2 and NaK-ATPase. C. H226 cells were cultured with PBS or EGF (10 ng/ml) for 72 hrs. Cell lysates were immunoblotted for FGFR1, FGFR2, FGFR3, EGFR and the α-subunit of the NaK-ATPase.
(1.42 MB TIF) Click here for additional data file.

Figure S2 Rapid induction of FGFR2 and FGFR3 mRNA. Quantitative RT-PCR assay for FGFR2 and FGFR3 mRNAs after treatment with 1μM gefitinib for varying amounts of time was performed on total RNA from H322c cells and normalized for GAPDH mRNA levels. Data are shown as fold expression over DMSO treated cells at the indicated times. The results are a representative of 3 independent experiments.
(0.18 MB TIF) Click here for additional data file.

Figure S3 AZ12908010 is a specific inhibitor of FGFR receptors. Human gingival fibroblasts (HGF-1) purchased from ATCC were treated for 2 hrs with or without 100 nM AZ12908010 and then for another 15 minutes with or without FGF2 (10 ng/mL), EGF (10 ng/mL), PDGF-BB (20 ng/mL) or IGF-1 (10 ng/mL) as indicated. Cell extracts were prepared and submitted to SDS-PAGE and immunoblotted for phospho-ERK. The filters were subsequently stripped and reprobed for total ERK1 and ERK2 to verify equal loading. Only FGF2-stimulated phospho-ERK was inhibited by AZ12908010.
(0.56 MB TIF) Click here for additional data file.

Figure S4 FGF2 rescues EGFR TKI dependent growth inhibition in HNSCC cells. UMSCC8 and HN31 head and neck squamous cell carcinoma lines were submitted to the clonogenic growth assay in the presence and absence of gefitinib and/or AZ12908010, an FGFR specific TKI (see Supplementary Figure S3). Colonies were stained and quantified as described in Materials and Methods.
(1.26 MB TIF) Click here for additional data file.

Figure S5 FGFR2 and FGFR3 mRNA are induced during human bronchial epithelial cell differentiation at the air-water interface. GEO Data Set GSE5264 containing Affymetrix Human Genome U133 Plus 2.0 arrays of human bronchial epithelial cells grown over a 28 day period at the air-water interface (28) were queried for expression of EGFR, FGFR2 and FGFR3 using the Affymetrix IDs EGFR (201983_s_at), FGFR2 (203638_s_at), and FGFR3 (204379_s_at). Following normalization for GAPDH expression, the data were plotted to show the relative mRNA expression of these genes over time at the air-liquid interface. The data points reflect the mean and SEM of the three independent experiments performed.
(0.42 MB TIF) Click here for additional data file.

Table S1 Gene expression changes in response to gefitinib treatment in H322c cells. Total RNA from H332c cells treated for 4 days with DMSO or 1 μM gefitinib was submitted to Affymetrix human U133 plus 2.0 arrays. Expression levels of selected tyrosine kinases and ligands are listed below. ("A" indicates absent and "P" present as assessed by the Affymetrix software program).

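Table S1 lists MAS5 signals and detection calls for 146 probe sets of 54 genes. Both signals of 144 probe sets were equal to the deposited values under the same probe set name. The remaining 2 were equal under a different suffix, with EGFR 1565484_at listed as 1565484_x_at and ERBB3 1563252_s_at as 1563252_at. The detection call is made by comparing perfect-match with mismatch probes within a probe set. Of the 75 signals in Table S1 at or above the floor, 71 (94.7%) were called present, against 27 (12.4%) of the 217 signals below it. The paper's calls were present on both arrays for FGFR2 208228_s_at and 203638_s_at and for FGFR3 204379_s_at, and absent with DMSO and present with gefitinib for FGFR2 203639_s_at and 211401_s_at and for FGFR1 211535_s_at and 210973_s_at.

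Of 9 EGF-family ligand genes of Table S1 analysed here, 4 were measured, and they were lower or within 2-fold at their brightest probe sets. HBEGF was 2.77-fold lower on the gefitinib array and EREG 2.22-fold lower, both of them activating EGFR, and the log2 ratio of EREG was -0.87 when the arrays were scaled to GAPDH. The log2 ratio of NRG1, a ligand of ERBB3 and ERBB4, was -0.76 at its brightest probe set, and that of TGFA was -0.36. TGFA was at least 2.10-fold lower at 205015_s_at and had a log2 ratio of -0.64 at 211258_s_at. A second NRG1 probe set, 206237_s_at, was at least 1.15-fold higher. EGF, BTC, NRG2, NRG3 and NRG4 were below the floor on both arrays. The median of the 4 measured ligands was -0.96 on the log2 scale, at percentile 0.39 of the random lists. This group, too, was selected by the study and is not independent evidence. FGFBP1, a secreted carrier that releases FGFs from the matrix, had a signal of 17211.4 with DMSO and 2257.2 with gefitinib, 7.63-fold lower. FGFBP3 was at least 1.09-fold lower and FGFBP2 was not measured. The median of the 2 measured binding proteins was -1.53 on the log2 scale. It is also a bound, since FGFBP3 was below the floor with gefitinib.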

(0.37 MB DOC) Click here for additional data file.

# Supplementary material for: Rapidly Acquired Resistance to EGFR Tyrosine Kinase Inhibitors in NSCLC Cell Lines through De-Repression of FGFR2 and FGFR3 Expression
**Source:** PLoS One. 2010 Nov 29;5(11):e14117. doi: 10.1371/journal.pone.0014117
**Supplement:** Table S1 — Gene expression changes in response to gefitinib treatment in H322c cells. Total RNA from H332c cells treated for 4 days with DMSO or 1 μM gefitinib was submitted to Affymetrix human U133 plus 2.0 arrays. Expression levels of selected tyrosine kinases and ligands are listed below. ("A" indicates absent and "P" present as assessed by the Affymetrix software program). (0.37 MB DOC)

Supplementary Table 1

How the deposited data were processed for this re-analysis (not part of the article)

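RNA of H322c cells, an NSCLC cell line, was measured after 4 days with 1 µM gefitinib or with 0.1% DMSO on Affymetrix U133 Plus 2.0 arrays, 1 array per condition. The samples were mapped to their conditions from the sample labels and the legend of Table S1. The authors deposited a table of signal intensities on a linear scale, 1 column per array. The submitters' processing notes name MAS5, and its version is not given in the sources used here. MAS5 subtracts the background, corrects each perfect-match probe by its mismatch probe, summarises the probes of a probe set and multiplies each array by a single factor. The 2% trimmed mean of the deposited intensities was 500 on each array, which shows that this scaling was already applied. It sets the arrays to a common mean, so a shift of most transcripts in 1 direction would be removed or distorted by it. No detection calls were used here apart from those printed in Table S1. The table held 54675 probe sets. The platform annotation paired 41097 of them with 1 gene and 1801 with several genes, and 11777 were not listed in it. Probe sets with several genes or none named no gene. Symbols were updated through the gene identifiers of the GRCh38.p14 annotation, where 41043 of them matched, and no coordinates were used.

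From the deposited intensities, a floor of 100 was applied to both arrays and the log2 ratio of gefitinib over DMSO was taken. A gene was measured where a probe set reached the floor on at least 1 array (20172 probe sets and 11223 genes), and its value was that of the probe set with the highest mean log2 signal over both arrays. A difference was counted from a ratio of 2 in either direction. With 1 array per condition no p-value was computed, and the number of arrays limits the precision. In place of replicates, the SD of the log2 ratio between probe sets of the same gene was taken as the spread of the measurement. It says nothing of the spread between cultures. The 32 gene lists were fixed before the data were examined. Of these, 5 were groups of Table S1, selected by the study, and 27 were others, for ERK pathway output, DNA replication, mitosis, CDK inhibitors, FOXO targets, pro-apoptotic and anti-apoptotic BCL2 family members, p53 targets, epithelial junction, mesenchymal, ciliated, mucous and secretory, alveolar type II, basal and squamous genes, the interferon response, MHC class I and class II presentation, cholesterol synthesis, glycolysis, the amino acid and ER stress response, lysosome, ribosome biogenesis, the drug-tolerant state, leukocyte, red cell and endothelial markers, housekeeping genes and receptor tyrosine kinases outside Table S1. For each list the median log2 ratio of its measured genes was set against 10000 random lists of the same size, matched on mean log2 signal in 20 bins. The percentile is a description of these 2 arrays. It was given for lists of at least 4 measured genes, a minimum that was set after the values were seen. The text names every gene of Table S1 that it concerns, the 12 genes with the highest and the 12 with the lowest log2 ratio among those at or above the floor on both arrays whose measured probe sets all had the same sign, and up to 4 genes of each list with the largest log2 ratio in either direction. The values of Table S1 had been read before this rule was written. Genes also named outside this rule are BICD1, AGPAT4, MYC, TM7SF2, LAMP3, SFTPC and SFTPB. Of the EGF-family ligands in Table S1, 1 is not reported here.

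The alternatives chosen before the data were examined were quantile normalization, centring on the 100 normalization-control probe sets (200000 to 200099), scaling to GAPDH, a floor of 50 or 200, log2 of the signal plus 50 without a floor, the mean over all measured probe sets, the probe set with the highest signal on either array, leaving out probe sets ending in _x_at, and a fold threshold of 1.5 or 3. Scaling to the hybridization spike-ins and a lowess correction of the log2 ratio on mean log2 signal (span 0.3) were added after the data were seen. The procedure was tested on simulated data with known folds. With a noise SD of 0.3 in log2 ratio, an assumed value below the spread of 0.54 between probe sets, it called 48 of 50 genes simulated at 3-fold, 49 of 50 at 0.333-fold and 50 of 50 at 6-fold, against 2 of 50 at 1.5-fold and 6 of 10464 with no difference. With the noise at that spread, a simulation added after the values were seen, it called 46 of 50 at 3-fold, 41 of 50 at 0.333-fold and 50 of 50 at 6-fold, against 9 of 50 at 1.5-fold and 668 of 10638 (6.28%) with no difference. At the lower noise, of 200 simulated lists of 20 genes with no difference, 4 lay outside the middle 95% of random lists. The work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The RT-PCR, immunoblot, reporter and growth experiments of the paper were not analysed here.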

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

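Of the 25 gene lists outside Table S1 that had a percentile, 9 had a median outside the middle 95% of random lists matched on signal.

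Transcripts known to depend on ERK signaling had a median log2 ratio of -2.35 (percentile 0.00 of 10000 random lists), and 18 of 26 measured genes were at least 2-fold lower. The ETS factors ETV1 and ETV5 were at least 36.8-fold lower each, the ERK phosphatase DUSP6 was at least 29.1-fold lower and PHLDA1 was 30.4-fold lower. Other probe sets of ETV1, ETV5 and PHLDA1 had log2 ratios up to -1.76, -0.97 and -3.62. The receptor EPHA4 was at least 4.12-fold higher at its brightest probe set (0.36 at its lowest on the log2 scale). As deposited, EPHA4 was the only gene of this list past 2-fold in the other direction. MYC also was when the arrays were centred on control probe sets or scaled to GAPDH. The medians of the mitosis and DNA replication lists were lower by smaller ratios. Most genes of these lists were within 2-fold, 22 of 32 and 24 of 28. The median of 32 mitosis genes was -0.78 (percentile 0.00), with MKI67 2.83-fold, AURKB 2.77-fold, CDC20 2.60-fold and UBE2C 2.43-fold lower at their brightest probe sets. The log2 ratios of the MKI67 probe sets ran from -1.50 to 0.56 and those of AURKB from -1.47 to -0.15, and the means over probe sets were -0.31 and -0.81. The median of 28 DNA replication genes was -0.40 (percentile 0.11), with MCM7 2.78-fold, CDC6 2.71-fold, RRM2 2.48-fold and CDC45 2.33-fold lower. At least 2-fold lower were 10 mitosis genes, between 4 and 16 over the scalings, and 4 replication genes, between 3 and 7. The median of 4 CDK inhibitors was also lower, at -0.81 (percentile 1.07, and 19.50 with log2 of the signal plus 50), with CDKN2D 3.76-fold and CDKN1A 2.69-fold lower, and with CDKN1C and CDKN1B at log2 ratios of -0.20 and -0.06.

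Cholesterol synthesis genes had a median of -1.38 (percentile 0.00), and 12 of 18 were at least 2-fold lower, among them EBP (3.87-fold), IDI1 (3.73-fold), HSD17B7 (3.42-fold) and INSIG1 (3.36-fold); 1 of the 3 IDI1 probe sets had a log2 ratio of 0.16. In the other direction, TM7SF2 had a log2 ratio of 1.17. Glycolysis genes had a median of -0.59 (percentile 0.01). Of 18 measured, ALDOC (3.59-fold lower) and HK2 (2.06-fold lower) passed 2-fold, and between 1 and 6 did over the scalings. Lysosome genes had a median of 0.41 (percentile 99.91), and 7 of 25 were at least 2-fold higher, among them MANBA (3.75-fold), GAA (3.45-fold) and CTSH (3.07-fold), while the cholesterol transporter NPC1 was 2.55-fold lower. Genes linked to drug-tolerant states of cancer cells had a median of 0.72 (percentile 99.79). Of 9 measured, IGFBP2 (4.17-fold), IGFBP3 (3.87-fold) and ALDH1A1 (at least 3.39-fold) were higher and ALDH1A3 was 2.44-fold lower; IGF1R, also in Table S1, belongs to this list.

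Only 12 of the 26 mucous and secretory cell genes of the airway were measured, 3 of them with 1 signal below the floor. The median of the 12 was 1.30 (percentile 100.00), which rests in part on a bound. Of the 12, 8 were at least 2-fold higher and none lower, the latter under every scaling tried. The mucin MUC16 was 11.2-fold higher, the club cell secretoglobin SCGB1A1 at least 4.60-fold, MUC20 4.59-fold and CEACAM6 3.47-fold. The cause was not tested.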

How the results depend on the processing

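Spike-in scaling and the lowess correction were chosen after the data were seen. FGFR1, FGFR2, FGFR3, FGFR4, MET and IGF1R gave 66 values under the alternatives, of which 64 moved by less than the spread between probe sets of 1 gene and none reversed a called direction. The others were FGFR2 at 4.70 with the probe set of highest signal on either array and IGF1R at 0.19 with the mean over probe sets, both log2 ratios that follow from the probe sets entering the value. Control centring, GAPDH scaling and spike-in scaling each apply a single factor, smaller than this spread (FGFR3 at 1.97, 2.11 and 1.64 against 1.83). Such a factor cannot move a value by more than the spread, so these counts do not test it. IGF1R passed 2-fold with GAPDH scaling (log2 ratio 1.06) and is still among the 64. The count of the 3 measured FGF genes, all homologous factors, at least 2-fold higher was 0 under quantile normalization, a floor of 200, spike-in scaling and lowess correction, where FGF13 is left open by its bound, and 2 with the arrays centred on control probe sets or scaled to GAPDH. The counts of genes higher and lower were 2397 and 404 with GAPDH scaling, 2961 and 1678 at 1.5-fold, and 536 and 230 at 3-fold, the last 2 by construction. The median log2 ratio of all measured genes was 0.12 as deposited, 0.25 centred on control probe sets, 0.38 scaled to GAPDH and -0.07 scaled to spike-ins. GAPDH belongs to the glycolysis list, whose median was lower. Of 1550 values of single named genes, 81 moved by more than the spread. Of these 81, 34 did so with a floor of 200, 24 with the mean over probe sets and 17 with a floor of 50. None did so with quantile normalization, lowess correction or the scalings by a single factor, and the last could not. A called direction reversed in 1 value, BCL2L11 at -0.14 with the mean over probe sets, since its 6 measured probe sets disagree. Some named genes within 2-fold also changed sign, among them CDKN1B (from -0.25 to 0.22) and FGF12 (from -0.12 to 0.38).

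Of 308 list percentiles, 14 crossed a bound of the middle 95%. A single factor shifts a list and its random lists alike, apart from genes near the floor, so such scalings test the percentiles little. The FGF receptors passed it at 97.74 (quantile), 97.77 (floor of 50), 99.22 (floor of 200), 98.23 (signal plus 50), 98.78 (mean over probe sets) and 97.67 (lowess). With the mean over probe sets the other kinases of Table S1 fell back to 96.20, and p53 targets (2.14), the interferon response (97.65) and ribosome biogenesis (0.10) passed it. Ribosome biogenesis also passed it at 0.64 with the probe set of highest signal on either array, alveolar type II genes at 100.00 with a floor of 200 and 99.87 without _x_at probe sets, and CDK inhibitors fell back to 19.50 with signal plus 50. The cause was not tested. Signals under the floor limit all of this, since 8552 genes had no measured value.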

Differences from the paper's values

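The signals in Table S1 were equal to the deposited ones, and no value differed. The paper states that FGFR ligands were not induced. This could not be tested here, since no receptor ligand reached the floor on either array. Below the floor, the paper's call for FGF5 210311_at was absent with DMSO (signal 21.2) and present with gefitinib (41.1). Signals under the floor went both ways, such as FGF1 205117_at (4.7 with DMSO and 58.6 with gefitinib) and FGF2 204422_s_at (8.6 and 0.5), called absent on both arrays. Of the 22 FGF genes, 19 were not measured, and the 3 that were, FGF11, FGF12 and FGF13, encode intracellular homologous factors and not ligands of the receptors. Of these, FGF13 was at least 2.08-fold higher (log2 ratio 1.06 as a bound, 2.06 as a bound with a floor of 50 and 1.60 with log2 of the signal plus 50). Its bound was below 2-fold under quantile normalization and a floor of 200, and under spike-in scaling and lowess correction, which were chosen after the values were seen; such a bound leaves open whether it passed 2-fold. FGF11, at 1.97-fold, passed 2-fold with the arrays centred on control probe sets or scaled to GAPDH.

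The paper also states that other tyrosine kinases with a reported role in acquired resistance to EGFR inhibitors, such as MET and IGF1R, were not induced. It does not name the other kinases of Table S1 there. At the brightest probe sets of the 10 that were measured, 3 were at least 2-fold higher, 1 was at least 2-fold lower and 5 were within 2-fold, and ALK, at least 1.57-fold higher, was left open by its bound. MET (log2 ratio -1.88) and IGF1R (0.78) went with the statement, apart from IGF1R with GAPDH scaling (2.08-fold). AXL (3.95-fold higher) and ERBB2 (2.37-fold higher) were past 2-fold under every scaling tried. Each rests on a single measured probe set, so agreement between probe sets could not be checked. MERTK (2.00-fold) fell below 2-fold under quantile normalization (log2 ratio 0.84), log2 of the signal plus 50 (0.93) and the mean over probe sets (0.88). These alternatives were chosen before the data were examined. MERTK also did so under spike-in scaling (0.81) and lowess correction (0.81), chosen after the values were seen.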

Other observations

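The tests of spike-in scaling, of the lowess correction and of the kinases outside Table S1 were chosen after the result was seen. So were the values named for LAMP3, SFTPC and SFTPB. Of 7 measured alveolar type II genes, 3 were at least 2-fold higher and none lower (median 0.72, percentile 90.52): surfactant protein D, SFTPD (at least 8.00-fold), the lung transcription factor NKX2-1 (at least 7.70-fold, from a probe set whose partner had a log2 ratio of 0.36) and LPCAT1 (5.02-fold). ABCA3 was at least 1.65-fold higher, and LAMP3, SFTPC and SFTPB had log2 ratios of 0.41, 0.17 and -0.08. The alveolar median of 0.72 is the bound of ABCA3, and 3 of the 7 values are bounds. Only 5 of the 20 ciliated cell genes were measured. Of these, CAPS (5.69-fold), RSPH1 (at least 2.14-fold) and RFX3 (2.09-fold) were higher and DNAH5 was at least 2.79-fold lower (median 1.06, percentile 92.72). Squamous genes, of which 12 of 24 were measured, divided (median -0.11, percentile 18.42). KRT4 (at least 77.3-fold) and KRT13 (15.1-fold) were among 4 higher and SPRR1A (5.25-fold lower) and S100A9 (4.33-fold lower) among 4 lower. So did the 6 measured of 18 basal cell genes (median -0.37, percentile 12.36). This median rests in part on a bound. TRIM29 (5.54-fold) and KRT15 (2.09-fold) were higher and the integrins ITGA6 (2.38-fold) and ITGB4 (2.25-fold) lower. A second ITGB4 probe set had a log2 ratio of -0.42, and the gene's value went as far as -0.79 over the alternatives. Of 27 epithelial junction genes, GRHL2 (2.99-fold higher) alone passed 2-fold as deposited (median 0.07, percentile 92.62), with KRT18, TJP3 and OVOL1 at log2 ratios of -0.77, 0.74 and -0.74. Only 8 of the 23 mesenchymal genes were measured. Of these, SNAI2 (3.66-fold), COL1A1 (2.26-fold) and S100A4 (2.00-fold) were higher (median 0.29, percentile 72.12), and TWIST2 had a log2 ratio of -0.88. The median of 0.29 rests on bounds.

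Of 17 FOXO targets, 6 were at least 2-fold higher and 2 lower (median 0.36, percentile 95), with SESN3 6.76-fold, CITED2 3.59-fold and FBXO32 2.38-fold higher at their brightest probe sets; those of SESN3 ran from 0.20 to 2.76 on the log2 scale and those of FBXO32 from 0.44 to 2.29. Among pro-apoptotic BCL2 family genes, BMF (3.74-fold), BCL2L11 (3.09-fold, also a FOXO target, with a log2 ratio of -0.14 as the mean over its probe sets) and BAD (2.39-fold) were higher and PMAIP1 was 2.72-fold lower (median 0.53, percentile 93.00, but 19.53 with the mean over probe sets). Among anti-apoptotic members BCL2 was at least 3.22-fold higher, and MCL1, BCL2L1 and BCL2L2 had log2 ratios of -0.66, -0.17 and -0.11 (median -0.14, percentile 33.42). Of 16 p53 targets, GDF15 (7.01-fold), AEN (at least 3.73-fold) and PLK3 (at least 3.38-fold) were among 4 lower genes and TP53INP1 was 3.66-fold higher (median -0.28, percentile 3.01). Of 36 interferon response genes 21 were measured. Of these, 7 were higher, between 3 and 9 over the scalings, and none was lower (median 0.50, percentile 85.41). DDX60 was 4.09-fold, IFI6 2.99-fold, IFIH1 2.67-fold and IFIT2 at least 2.19-fold higher (0.01 at its lowest probe set on the log2 scale). The median of 10 measured MHC class I genes was 0.29 (percentile 92.19), with ERAP1 2.10-fold higher at its brightest probe set (-0.58 to 1.07 over its probe sets). Of the class II genes only HLA-DMA was measured. It was 2.18-fold higher, with a log2 ratio of 0.92 at its lowest over the scalings, which is below 2-fold. In the amino acid and ER stress response DNAJB9 was 3.18-fold lower and the other 16 of 17 genes were within 2-fold (median -0.15, percentile 35.64). Of 17 ribosome biogenesis genes, RRP12 (2.30-fold), NOP16 (2.12-fold) and WDR12 (2.07-fold, with probe sets from -1.05 to 0.13) were lower, and none was when scaled to GAPDH (median -0.18, percentile 8.08). Among leukocyte, red cell and endothelial markers 3 were measured, with VWF at least 4.96-fold higher. PECAM1 was at least 1.28-fold lower and HBB at least 1.11-fold lower, bounds that leave open whether they passed 2-fold. The median of -0.15 is the bound of HBB. Over the scalings, between 1 and 4 ciliated, 1 and 3 mesenchymal and 0 and 2 MHC class I genes were at least 2-fold higher. Between 0 and 2 basal cell genes, 0 and 2 FOXO targets and 1 and 3 pro-apoptotic genes were at least 2-fold lower. With spike-in scaling 3 pro-apoptotic genes were higher and 3 lower. Of 12 housekeeping genes HPRT1 was 2.14-fold lower, and none was when scaled to GAPDH; PGK1, also in the glycolysis list, POLR2A and TBP had log2 ratios of -0.70, 0.54 and 0.39, and the median of -0.28 (percentile 16.50) had no direction that held under every scaling, which was also so for the junction, squamous, anti-apoptotic, p53, stress response, ribosome biogenesis and leukocyte medians. The percentiles of several of these lists moved widely within the middle 95%: squamous genes to 79.06, mesenchymal genes to 29.97 and alveolar genes to 63.62 with log2 of the signal plus 50, basal cell genes to 56.80, ciliated cell genes to 64.33 and the interferon response to 55.23 with a floor of 200, junction genes to 48.65 and housekeeping genes to 44.12 with the mean over probe sets, and the stress response to 5.18 with quantile normalization.

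More genes were higher than lower on the gefitinib array, with 452 higher and 105 lower among the 2245 genes of lowest signal (median log2 ratio 0.32) but 77 and 138 among the 2245 of highest signal (median -0.13). After a lowess correction 60.1% of the genes past 2-fold were still higher, which argues against this trend with signal as the whole cause. Among genes at or above the floor on both arrays the share was 66.2%, which argues against the floor on dim probe sets. Scaling to the spike-ins brought the share to 50.5%. A single factor of this sign lowers the share by construction, so the fall cannot decide whether the common scaling of the arrays accounts for the excess. Such a factor also leaves the difference between dim and bright genes. The control probe sets and GAPDH moved the share the other way, to 78.3% and 85.6%, and no measure here decides between these references.

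The receptor tyrosine kinases of Table S1, selected by the study, had a median of 0.79 (percentile 98.53, and 96.20 with the mean over probe sets), with 3 of 10 at least 2-fold higher and 1 lower. The 15 measured kinases outside Table S1 had a median of 0.09 (percentile 34.09, and 5.70 with GAPDH scaling), which ran from -0.08 to 0.13 over the scalings. The 95% bootstrap interval of the difference of the medians was 0.15 to 1.42 as deposited. It held 0 with a floor of 200 (from -0.24), a floor of 50 (from -0.23) and the mean over probe sets (from -0.01). A shift of such kinases in general is therefore left open. The rule that the interval must lie above 0 under every alternative was set after these intervals were seen. Among the kinases outside Table S1, EPHA4 (at least 4.12-fold) and INSR (2.27-fold) were higher and EPHA2 (2.88-fold) and MST1R (2.78-fold) lower. The log2 ratio of INSR was 0.99 at its lowest over the scalings and 0.88 at its lowest over all alternatives. Between 1 and 3 of these kinases were at least 2-fold higher over the scalings. EPHA2 and EPHA4 also belong to the ERK list.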
